# All*-trans* retinoic acid and arsenic trioxide fail to derepress the monocytic differentiation driver Irf8 in acute promyelocytic leukemia cells

**DOI:** 10.1038/cddis.2017.197

**Published:** 2017-05-11

**Authors:** XiangZhen Liu, Juan Chen, ShanHe Yu, Li Yan, HeZhou Guo, JianMin Dai, Wu Zhang, Jiang Zhu

## Abstract

All-*trans* retinoic acid (ATRA) and/or arsenic trioxide (ATO) administration leads to granulocytic maturation and/or apoptosis of acute promyelocytic leukemia (APL) cells mainly by targeting promyelocytic leukemia/retinoic acid receptor alpha (PML/RAR*α*). Yet, ~10–15% of APL patients are not cured by ATRA- and ATO-based therapies, and a potential failure of ATRA and ATO in completely reversing PML/RAR*α*-driven oncogenic alterations has not been comprehensively examined. Here we characterized the *in vivo* primary responses of dysregulated genes in APL cells treated with ATRA and ATO using a GFP-labeled APL model. Although induced granulocytic differentiation of APL cells was evident after ATRA or ATO administration, the expression of the majority of dysregulated genes in the c-Kit^+^ APL progenitors was not consistently corrected. *Irf8*, whose expression increased along with spontaneous differentiation of the APL progenitors *in vivo*, represented such a PML/RAR*α*-dysregulated gene that was refractory to ATRA/ATO signaling. Interestingly, *Irf8* induction, but not its knockdown, decreased APL leukemogenic potential through driving monocytic maturation. Thus, we reveal that certain PML/RAR*α*-dysregulated genes that are refractory to ATRA/ATO signaling are potentially crucial regulators of the immature status and leukemogenic potential of APL cells, which can be exploited for the development of new therapeutic strategies for ATRA/ATO-resistant APL cases.

Introductions of all-*trans* retinoid acid (ATRA) and arsenic trioxide (ATO) have greatly improved the therapeutic outcomes of acute promyelocytic leukemia (APL), originally a highly fatal subtype of acute myeloid leukemia (AML), being regarded as a clinical paradigm of oncoprotein-targeted therapy.^1, 2, 3, 4^ Initial studies have revealed that APL-specific fusion protein promyelocytic leukemia/retinoic receptor alpha (PML/RAR*α*) fuels leukemogenesis largely by functioning as a strong transcriptional repressor that blocks the transcription of numerous myeloid differentiation-related genes, whereas ATRA at pharmacological dose converts PML/RAR*α* into a transcriptional activator upon its recognizing the ligand-binding pocket of RAR*α*, thereby releasing the differentiation arrest of APL cells to decrease their leukemic malignancy.^5, 6^ This theory has gained ongoing support from subsequent studies that have shown a previously unappreciated complexity in the actions of multiple layers of chromatin modifications.^7, 8, 9, 10^ On the other hand, numerous studies have also correlated ATRA- or ATO-induced PML/RAR*α* degradation with the clinical cure.^1, 11^ Mechanistically, ATO recognizes the N-terminal PML moiety to crosslink PML/RAR*α* molecules, which in turn renders PML/RAR*α* susceptible to a sumoylation/ubiquitination-coupled degradation mechanism that is active in nucleus,^12, 13^ Theoretically, the degradation of PML/RAR*α* not only diminishes its suppression on the transcriptions of crucial myeloid differentiation-related genes but also allows the restoration of the structure and function of other PML/RAR*α* action sites such as the PML nuclear body and TGF*β* signaling pathway that are crucial factors controlling the proliferation, survival and differentiation of hematopoietic cells.^11, 14, 15^ Nevertheless, whether ATRA-induced degradation of PML/RAR*α* is required for relieving APL cell-associated differentiation arrest remains controversial,^16, 17, 18^ as a moderate PML/RAR*α* degradation-promoting effect might occur only after the ATRA-bound PML/RAR*α* has accomplished its action of activating the transcription of the target genes originally repressed by the ligand-free PML/RAR*α*.^19^ Moreover, both ATRA and ATO exert a few PML/RAR*α*-independent regulatory effects that contribute to the restriction of APL malignancy.^20^

The exact cellular and molecular mechanisms underlying the therapeutic responses of APL cells to ATRA or ATO remain incompletely understood, especially in the *in vivo* setting. Relevantly, ~5–6% of human APL cases did not achieve complete clinical remission after receiving ATRA- and ATO-based treatments,^3, 21^ and another 5–10% of APL patients relapsed from complete clinical remission. The underlying mechanisms were uncovered only in a small portion of these primarily refractory or relapsed cases (i.e., the detection of specific mutations that undermined the specific binding of PML/RAR*α* by ATO or ATRA).^2, 21^ Therefore, no specialized therapeutic strategies have been developed for these refractory or relapsed cases.

The therapeutic resistance is most likely rooted in the inability of ATRA or ATO to correct all crucial oncogenic alterations emanating from PML/RAR*α*. For example, only in ~10% of PML/RAR*α*-target genes, their expressions were significantly altered after exposure to ATRA.^10^ In fact, how the expression of PML/RAR*α* target genes was restored after ATO treatment remains largely unexplored. In this study, we examined in a global manner how the dysregulated genes of APL cells responded to ATRA or/and ATO treatment *in vivo*. We have identified certain key oncogenic alterations that contribute to the maintenance of APL malignancy but are not corrected by ATRA or/and ATO treatment. The nodal factors central to these ATRA/ATO signaling-unresponsive programs represent the potential new therapeutic targets for APL, especially for those that are primarily refractory to or tend to relapse after receiving ATRA- and/or ATO-based therapies.

## Results

### APL cells respond to ATRA or ATO treatment *in vivo* by undergoing granulocytic differentiation and cell death

Previous studies on the therapeutic responses-mediating mechanisms of APL cells to ATRA or ATO were largely based on analyses of PML/RAR*α*-expressing leukemia cell lines following *in vitro* treatment.^7, 10^ To investigate how APL cells respond to ATRA or ATO *in vivo*, we labeled the murine APL bone marrow (BM) cells derived from *hMRP8-PML/RARα* transgenic mice (FVB/NJ) with GFP-expressing retroviral vector MigR1.^22^ This labeling did not alter APL cells’ *in vivo* repopulation capacity, morphology and immunophenotype (Supplementary Figure S1a; data not shown). Syngeneic recipients repopulated with GFP^+^ APL cells were treated with or without ATRA or ATO for 6 days, and GFP^+^ APL cells within the BM were collected for RNA sequencing and other analyses. In agreement with the data from the previous studies,^12, 23^ Both ATRA and ATO reduced PML/RAR*α* level, whereas ATRA but not ATO reduced RAR*α* level (Figure 1a). Both ATRA and ATO resulted in differentiation of APL cells as evidenced by morphological alterations (Figure 1b). Flow cytometry analyses showed that ATRA or ATO treatment for 6 days resulted in a partial myeloid differentiation as indicated by elevated CD11b expression, and a mild c-Kit reduction was detected following ATRA treatment (Figure 1c, left panel; Supplementary Figure S1b, upper panel). Interestingly, both ATRA and ATO also mildly induced the expression of granulocytic lineage marker Gr-1 but not that of monocytic/dendritic lineage marker CD11c of the CD11b^+^ APL sections (Figure 1c, right panel; Supplementary Figure S1b, bottom panel). ATO inhibited cell survival, whereas ATRA inhibited cell cycle of APL cells (Figures 1d and e; Supplementary Figures S1c and d).

RNA sequencing revealed that ATRA and ATO signaling significantly altered the mRNA levels of 1720 and 3119 genes, respectively (fold change >1.5, *P*<0.05; Figures 1f and g). Interestingly, heatmap showed that the gene sets whose expressions were altered by ATO highly overlapped with those altered by ATRA, but with greater alterations in ATO (Figure 1g). In accordance, the Kyoto Encyclopedia of Genes and Genomes analyses indicated that modulations of a number of pathways were shared by ATRA and ATO, including activation of the p53 signaling and MAPK pathways (Supplementary Figure S1e). In accordance with the preferential induction of Gr-1 by ATRA or ATO (Figure 1c, right panel), the Gene Set Enrichment Analysis (GSEA) showed that both ATRA and ATO promoted the differentiation of APL cells towards granulocytes rather than monocytes (Figure 1h). On the other hand, GSEA indicated that ATO but not ATRA significantly altered activation of the p53 signaling pathway (Figure 1h). These results indicate that APL cells respond to ATRA or ATO treatment *in vivo* primarily by undergoing granulocytic differentiation and cell death.

### The majority of the dysregulated genes in immature APL cells are refractory to the modulatory effects of ATRA and ATO

Previous studies have characterized the key ATRA/ATO-induced corrections that mediate the granulocytic differentiation or cell death. Nevertheless, the extent to which ATRA or ATO corrects the dysregulated gene pool in APL progenitors remains largely unexplored. In this regard, the identity for the cells of origin of APL remains undetermined, and they might originate from multiple stages of myeloid progenitors (MPs), including granulocytic and monocytic precursor (GMP), common myeloid precursor (CMP), and even megakaryotic and erythroid precursor (MEP).^24, 25, 26^ To make this issue more complicated, the leukemia-initiating cells (LICs) were recently shown to reside at more than one differentiation stages in all subtypes of human AML.^27^ Therefore, in a comprehensive manner, we first delineated a pool of genes that were differentially expressed between all c-Kit^+^ APL progenitor cells and the normal BM c-Kit^+^Lin^−^Sca-1^−^ subpopulation that are enriched with multiple types of MPs, including CMP, GMP, MEP, monocytic progenitor and granulocytic progenitor,^28^ and assumed the differentially expressed genes as a likely candidate 1pool of dysregulated genes in immature APL cells. 

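RNA sequencing of this comparison covered 6 libraries, 3 from normal MPs and 3 from c-Kit+ APL progenitors. The normal MPs were sorted from mouse BM as Lin−Sca-1−c-Kit+ cells, a gate that leaves out cells with mature lineage markers and Sca-1+ stem and progenitor cells. The APL cells came from the hMRP8-PML/RARα transgenic mouse model, carried GFP and were sorted for c-Kit. The paper's text and the labels of the libraries do not state whether the 3 numbered libraries of a group came from separate mice, so n below counts libraries. The authors deposited a table of 16440 genes with an FPKM value (fragments normalized to transcript length and to the mapped fragments of the library) and an estimated number of fragments for each gene in each library. The deposited fragments had been scaled by a factor of each library, because most low values were multiples of a step that differed between libraries. They are called scaled fragments here. The share of values that were whole multiples of the step lay between 87.7% and 89.8%, and the others were fractions of a fragment, as estimates that divide fragments between genes give. The smallest fractions of a fragment and the largest values were left out of this share. Because the values were neither whole nor unscaled, no count-based test was used as the main test. The alternative with voom, a method made for counts, was run on the fragments divided by the step. Divided by the step, the totals came to 23606019, 22976852 and 26932266 fragments for MP libraries 1 to 3 and to 20608700, 28382680 and 20911917 for APL libraries 1 to 3. The paper's methods name STAR alignment to mm9, HTSeq-count and DESeq2, whereas the loci of the deposited table follow the later build GRCm38 (mm10). Of the 16440 genes, 16361 have an identifier in the RefSeq annotation of GRCm38, and 16295 of these (99.6%) overlap the RefSeq gene of that identifier. Alignment, filtering of reads and the assignment of fragments to genes are therefore already in the deposited values and were not repeated. Differential expression was tested with limma (lmFit and eBayes with a trend) on log2(scaled fragments + 1) over the 14595 genes with a value of at least 1 in at least 3 of the 6 libraries. A fold change on this scale understates the change of genes with few fragments. The variance between the libraries of each pair within a group was between 1.83 and 4.67 times that of counting noise alone, so no library was a copy of another. This does not tell separate mice from repeat libraries of the same sample. MP library 3 stood farther from MP libraries 1 and 2 (4.67 and 4.53 times) than these stood from each other (2.08 times).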

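At an unadjusted P under 0.05 and a fold change over 1.5, limma's test called 3615 genes downregulated and 3220 genes upregulated in the c-Kit+ APL progenitors, out of 14595 genes tested. After Benjamini-Hochberg adjustment over all genes tested, 3558 genes were downregulated and 3167 upregulated. The median log2 fold change over all genes tested was −0.10. For 10351 genes (70.9%), the 3 APL values lay wholly above or wholly below the 3 MP values, an arrangement that chance gives for 10% of genes. Among the 6725 genes past the adjusted threshold, 6659 (99.0%) were separated in this way. With FPKM in place of scaled fragments, an alternative chosen after the values were seen, 1982 genes were downregulated and 2151 upregulated at the unadjusted P, the largest change of the downregulated count under any setting tried. The minimum of 1 and the 1 added before the log were kept, and both weigh more on FPKM values, which are smaller. Among genes in the upper part of the expression range, the largest decreases were those of Tspan33, Trib2, Pklr, Sphk1 and Car1, with log2 fold changes between −8.32 and −8.08. Car1, on chromosome 3 of GRCm38 from 14766214 to 14808365, had 38708 ± 6674 scaled fragments in normal MPs (SD, n = 3) and 144 ± 35.6 in c-Kit+ APL progenitors (SD, n = 3). Its log2 fold change was −8.08 with a standard error of 0.19 (adjusted p = 8.8e-09 from limma with Benjamini-Hochberg adjustment). Car1 and Sphk1 were listed as erythroid markers, and normal MPs include MEP, so a different share of lineages could give such falls. The largest increases were those of Iqca, Thbs4, Clec3a, Morc1 and Steap2. Thbs4, on chromosome 13 from 92751586 to 92794818, had 96.9 ± 109 scaled fragments in normal MPs and 112959 ± 6411 in c-Kit+ APL progenitors, and its log2 fold change was 10.78 with a standard error of 0.62 (adjusted p = 8.1e-07 from limma). The spread between MP libraries was as large as their mean, because MP library 2 held 223 scaled fragments of Thbs4 and the others 28.1 and 39.7. Iqca, Morc1 and Steap2 had at most 3 unscaled fragments in every MP library, and were at least 1055-fold, 623-fold and 699-fold higher in c-Kit+ APL progenitors when set against that limit. Clec3a lies on chromosome 8, whose median gene was shifted upward by 0.61 on the log2 scale relative to all other genes. The paper takes the genes past both thresholds as a candidate pool of genes dysregulated in immature APL cells.

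**Figure D1:**
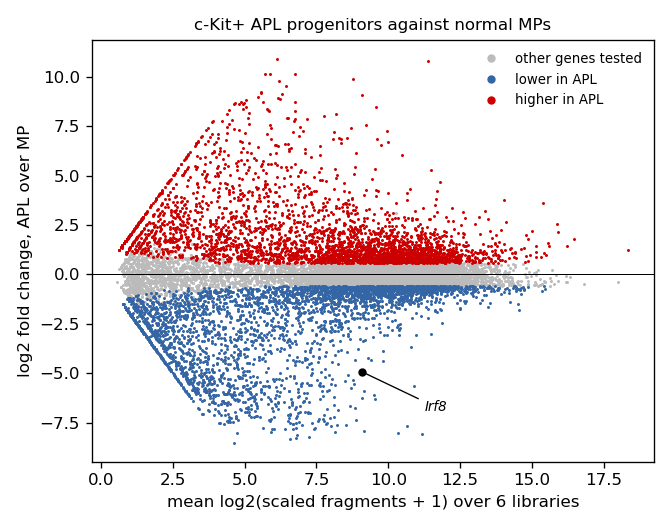
Each point is a gene tested, with its mean log2(scaled fragments + 1) over the 6 libraries on the x axis and its log2 fold change of c-Kit+ APL progenitors over normal MPs on the y axis. Blue and red points are the 3615 downregulated and 3220 upregulated genes at an unadjusted P under 0.05 and a fold change over 1.5. Irf8 is marked in black.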

As shown in Figure 2a, the expressions of 916 genes were downregulated, whereas those of 865 genes were upregulated in the immature c-Kit^+^ APL progenitors (fold change >1.5, *P*<0.05). Surprisingly, the overlap analyses between the ATRA/ATO-responsive genes and the dysregulated genes showed that only ~10% of these potentially dysregulated genes were ATRA/ATO-responsive genes, leaving about 90% of them basically refractory to ATRA or/and ATO signaling (Figure 2b). Reference to a well-characterized PML/RAR*α*-target gene pool that was identified in human APL cells revealed that 101 potentially downregulated genes in the APL progenitors were the direct target genes of PML/RAR*α*.^10^ Similarly, only ~10% of these genes (13 out of 101) were significantly upregulated by ATRA or ATO, whereas 88 were not (Figure 2c, upper panel). In a similar rate, of 125 potentially upregulated PML/RAR*α*-target genes in the APL progenitors, 8 were downregulated by ATRA or ATO, whereas 117 were not (Figure 2c, bottom panel).

Next, we focused on characterizing the biological nature of those 88 repressed but ATRA/ATO-refractory genes. 

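The genes of Figure 2d include the signal transducers Flt3, Ptprcap, Mst1r, Tfrc and Cxxc5 and the transcription factors Gata2, Irf8, Zfpm1, Cbx3, Bcl11a, Hmga1, Ldb1, Pa2g4 and Ikzf1. All 15 genes of the panel were lower in c-Kit+ APL progenitors than in normal MPs, with no overlap between the 3 libraries of each group. The adjusted p was at most 1.2e-04 from limma with Benjamini-Hochberg adjustment over all genes tested, and all 15 also passed an adjustment over the list alone. The list had been drawn from the paper's own comparison of these cells. The fold change was over 1.5 for 14 of the 15 genes. Zfpm1 fell from 4205 ± 350 scaled fragments in normal MPs to 22.9 ± 11.9 in c-Kit+ APL progenitors (SD, n = 3 each), a log2 fold change of −7.62. Mst1r had −7.12, Ptprcap −5.98 and Flt3 −5.83. Flt3 fell from 1894 ± 482 to 31.9 ± 3.43 scaled fragments. Cxxc5 and Ldb1 had log2 fold changes of −2.56 and −1.90, the latter falling from 6436 ± 1100 to 1709 ± 142 scaled fragments. The decreases of Tfrc, Bcl11a and Ikzf1 were smaller than those above, but each was larger than the spread between libraries. Tfrc went from 10669 ± 902 to 4268 ± 199 scaled fragments (log2 fold change −1.32), Bcl11a from 3514 ± 185 to 1897 ± 106 (−0.89) and Ikzf1 from 8559 ± 207 to 4892 ± 265 (−0.81). Cbx3 and Pa2g4 had log2 fold changes of −0.73 and −0.71. Hmga1 had 6772 ± 375 scaled fragments in normal MPs and 4561 ± 163 in c-Kit+ APL progenitors, which is a log2 fold change of −0.57 with a standard error of 0.07 and a 1.48-fold difference. The alternative that moved these genes most was the use of FPKM, chosen after the values were seen, under which the log2 fold change of Mst1r was −3.24. Its mean FPKM was 9.09 in normal MPs and 0.059 in c-Kit+ APL progenitors, so the 1 added before the log shrank this fold change.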

Gene ontology analysis indicated that 15 of them belonged to transcription factors or signal transducers (Figure 2d). Of note, these potential key regulators of myeloid cell proliferation and differentiation included several well-documented tumor suppressors such as *Irf8*, *Ldb1* and *Ikzf1*.^29, 30, 31^

### The repressed but ATRA/ATO-refractory genes in APL progenitors contain an Irf8-centered regulatory pathway of AML

Then, we explored whether a potentially dysregulated myelopoiesis regulatory pathway was embedded within these repressed but ATRA/ATO signaling-refractory genes in the APL progenitors. 

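The genes that the paper groups as transcription factors in Figure 3a are Gata1, Aff3, Bmyc, Meis1, Sox4, Mmp14, Gata2, Irf8, Mef2c and Tal1. All 10 were downregulated more than 1.5-fold in c-Kit+ APL progenitors, with an adjusted p of at most 5.9e-07 from limma, and the libraries of the 2 groups did not overlap for any of them. Irf8, a transcription factor of the monocytic and dendritic lineages listed by its Entrez identifier 15900, lies on chromosome 8 of GRCm38 from 120736376 to 120756692. It had 2966 ± 398 scaled fragments in normal MPs (SD, n = 3) and 97.6 ± 14.7 in c-Kit+ APL progenitors (SD, n = 3), or 40.9 ± 4.78 and 1.35 ± 0.198 in FPKM. Its values were 3093, 2519 and 3285 scaled fragments in MP libraries 1 to 3 and 87.2, 114 and 91.3 in APL libraries 1 to 3. The log2 fold change was −4.91 with a standard error of 0.14, a 30.1-fold decrease (adjusted p = 1.8e-08 from limma with Benjamini-Hochberg adjustment). A two-sided exact permutation test of the 6 libraries gave p = 0.1, the smallest p that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change of Irf8 stayed between −5.03 and −4.83. With log2(FPKM + 1), an alternative chosen after the values were seen, it was −4.15, a 17.8-fold decrease. The 1 added there is close to the APL mean of 1.35 FPKM and shrinks this fold change. Irf8 fell although the median gene of chromosome 8 was shifted upward by 0.61 on the log2 scale. Of the genes tested, 3.27% had a larger decrease than Irf8. Gata1, on chromosome X from 7959260 to 7967815, fell from 2862 ± 412 to 18.3 ± 11.3 scaled fragments (log2 fold change −7.40, standard error 0.41). Meis1 fell from 779 ± 110 to 4.04 ± 1.88 scaled fragments (−7.33) and Aff3 from 1364 ± 90.3 to 8.58 ± 2.33 (−7.18). Mmp14, Sox4 and Bmyc had −6.89, −6.82 and −6.27. For Meis1, Aff3, Mmp14, Sox4 and Bmyc the APL libraries held few fragments, between 1 and 13 before scaling, so their fold changes are imprecise. With FPKM, their log2 fold changes lay between −3.96 (Sox4) and −2.87 (Mmp14). Their APL means were at most 0.144 FPKM, far under the 1 added before the log, which shrinks these fold changes. The order among these genes and Gata1 was not resolved, since it changed with the pseudocount and with the library left out. Gata2 went from 2838 ± 550 to 69.9 ± 15.2 scaled fragments (−5.33), Mef2c from 2135 ± 40.6 to 235 ± 15.0 (−3.18) and Tal1 from 4676 ± 416 to 1093 ± 45.9 (−2.09). The normal MP gate holds several lineages, so these values cannot tell a lower share of some cells from repression within cells.

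**Figure D2:**
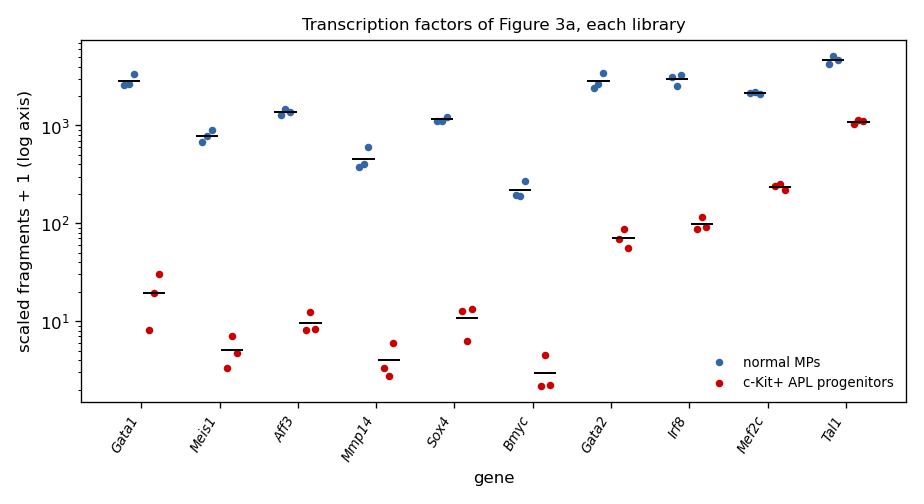
Scaled fragments plus 1 of the 10 genes of Figure 3a are shown on a log axis. Points are the 3 normal MP libraries (blue) and the 3 c-Kit+ APL libraries (red). Black bars are group means, and genes are in order of log2 fold change. The APL points lie below the MP points for every gene, from −7.40 for Gata1 to −2.09 for Tal1 on the log2 scale.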

Given the critical functions of transcription factors in normal or leukemic hematopoiesis, we addressed this issue by inspecting the transcription factors included in this gene pool, especially the top 10 most suppressed ones (Figure 3a) verified by semi-quantitative RT-PCR (Figure 3b; Supplementary Figures S2a and b). Interestingly, The Cancer Genome Atlas data indicated that the mRNA levels of *MEIS1*, *IRF8* and *MEF2C*, which constitute an IRF8-centered innate immunity pathway that suppressed the malignancy of AML cells,^29^ but not the other transcription factors, were lower in APL cases than in other subtypes of AML (Figure 3c; Supplementary Figure S2c). This result indicated that this IRF8-centered pathway was commonly dysregulated in human APL cases. In accordance, *Irf8* mRNA level was greatly decreased in the APL progenitors compared to all the potential cells of origin of APL including CMP, GMP, promyelocyte and immature c-Kit^+^CD11b^−^Gr^−^1^lo^ BM myeloid cells that immunophenotypically resembled c-Kit^+^ APL progenitors (Figure 3d).^32^ To test a possible repressing effect of PML/RAR*α* on *Irf8* expression, we transduced PML/RAR*α* into normal c-Kit^+^ BM cells via retrovirus infection, and revealed an immediate suppressive effect of PML/RAR*α* on the mRNA level of *Irf8* (Figure 3e). Nevertheless, we did not observe a similar effect on the mRNA levels of *MEIS1* and *MEF2C* that otherwise were not the direct target genes of PML/RAR*α*.^10^

Accordingly, Irf8 protein level in mouse APL cells remained unrestored after ATRA or ATO treatment (Figure 3f). To test the effect of ATRA or ATO on IRF8 expression in human APL cells, we measured the *IRF8* mRNA level in primary APL BM blasts. The *IRF8* mRNA levels were much lower in primary APL samples than in normal monocytes or even in neutrophils regardless of whether they were treated with or without ATRA or ATO (Figure 3g), indicating that the ATRA or ATO alone was insufficient to restore the depressed *IRF8* level in patient-derived APL cells.

### Irf8 expression increases with the spontaneous monocytic differentiation of APL progenitors

The leukemic cell population of AML is heterogeneous,^27, 33^ and it is well accepted that the leukemic cell-associated leukemogenic potential may decrease along with a likely spontaneous differentiation at a low rate. In line with this notion, cell-sorting and syngeneic transplantation experiments in the mouse APL model showed that the leukemia-initiating potential of APL cells declined step-wisely along with a potential myeloid differentiation-like process from c-Kit^+^CD11b^−^ AA4.1^++^ APL cells through c-Kit^+^CD11b^++^ APL cells towards c-Kit^-^CD11b^++^ APL cells (Figures 4a–c).

The leukemia progenitor cells in this APL mouse have been shown to differentiationally resemble normal GMPs with granulocytic and monocytic differentiation potentials.^24, 34^ To characterize the lineage directions of the spontaneous differentiation, we performed RT-PCR to measure the expressional alterations of the granulocytic or monocytic-specific transcription factors and others along with the transition form c-Kit^+^CD11b^-^ AA4.1^++^ APL cells through c-Kit^+^CD11b^++^ APL cells towards c-Kit^−^CD11b^++^ APL cells. Interestingly, the mRNA levels of monocytic rather than granulocytic differentiation-related transcription factors, including *Irf8* and *Klf4*, highly increased down this differentiation hierarchy, especially in the most mature c-Kit^−^CD11b^++^ APL cells (Figure 4d). These observations indicated the APL cells possessed a spontaneous monocytic differentiation potential *in vivo*. This prompted us to test whether derepressing the *Irf8* expression would diminish the leukemogenic potential of APL cells by driving them to undergo monocytic differentiation.

### Irf8 represses the establishment of the APL phenotype *in vivo*

*Irf8* overexpression was recently shown to suppress leukemic proliferation in an experimental MN1/Meis1-overexpression mouse AML model.^29^ However, a clinical investigation of all subtypes of AML (150 cases) failed to reveal an expected reverse relationship between the *IRF8* mRNA level of leukemic blast BM samples and a poor prognosis (Supplementary Figure S3a).^35^ To test whether *Irf8* represented an authentic oncorepressor in APL, we tested the *in vitro* and *in vivo* effects of *Irf8* overexpression or knockdown on cell behaviors and malignancy maintenance of APL cells in an *Irf8*- or sh*Irf8*-inducible mouse APL model by doxycycline (Dox; Supplementary Figure S3b; Figures 5a and b). The administration of Dox itself did not exert obvious promoting or inhibitory effects on the establishment of leukemic phenotype, as evidenced by the similar survival curves observed for Neo-3G or NC-3G mice treated with or without Dox (Figures 5c and d). Nevertheless, the Dox-induced *Irf8* expression in the *Irf8*-3G model significantly inhibited the establishment of leukemic phenotype compared to the untreated *Irf8*-3G mice and Dox-treated Neo-3G mice (Figure 5c). The Dox-induced *Irf8* knockdown did not exert any obvious regulatory effect on the establishment of leukemic phenotype probably because that the Irf8 expression was already severely repressed in APL cells (Figure 5d). Furthermore, a 3-day administration of Dox did not influence the proliferation curves of APL cells in Neo-3G mice but did inhibit the proliferation of APL cells in *Irf8*-3G mice (Figure 5e), which was accompanied by a reduction of leukemia burden (Figure 5f), a promoted differentiation to c-Kit^+^CD11b^++^ mature APL cells (Figure 5g). Nevertheless, the reduced leukemia burden after *Irf8* induction was much less due to an inhibited cell cycle or a prompted apoptosis induction (Figures 5h and i). Likewise, a transient *Irf8* induction significantly promoted the myeloid differentiation of APL progenitors without exerting obvious regulatory effects on cell survival and proliferation *in vitro* (Supplementary Figures S3c–g). Taken together, these results indicate that *Irf8* acts as a potential oncorepressor of APL by driving leukemic progenitors to undergo myeloid differentiation.

### Irf8 overexpression unleashes the monocytic/dendritic cell differentiation potential of APL cells

APL LICs may developmentally correspond to multipotent MPs equal to or even above GMPs.^24, 25, 26^ Therefore, APL progenitors may at least possess a bipotent differentiation potential to both the granulocytic and monocytic lineages. In support of this, previous studies have shown that human APL progenitors bear monocytic differentiation potential in certain cases,^36, 37^ in addition to their well-documented granulocytic differentiation potential. Similarly, we observed that the expression of several genes that marked monocytic maturation, such as *Irf8*, *Klf4*, *Irf7* and *Tlr7*, and the expression of a few granulocytic genes were upregulated with the spontaneous maturation of the c-Kit^+^CD11b^++^ APL cells from c-Kit^+^ CD11b^+^ or cKit^+^CD11b^−^AA4.1^++^ APL progenitors (Figure 4d).

Previous studies have demonstrated two essential roles for *Irf8* in the regulation of normal myeloid differentiation: promoting the maturation of the monocytic lineage at the expense of granulocytic maturation from GMPs and the terminal maturation or survival of two types of dendritic cells (DCs).^28, 38, 39, 40^ Therefore, we hypothesized that *Irf8* repression served as a key PML/RAR*α*-driven oncogenic mechanism to restrict monocytic/dendritic differentiation leakage of the APL progenitors, which otherwise would erode their leukemogenic potential. Consistent with this notion, PML/RAR*α* overexpression inhibited *Irf8* induction, which was accompanied by DC differentiation retardation from the normal Lin^−^ immature hematopoietic cells (Supplementary Figures S4a and b).

*Irf8* induction *in vivo* induced the generation of monocytic/dendritic CD11c^+^ cells, whereas *Irf8* knockdown increased the generation of granulocytic Gr-1^+^ cells from APL cells (Figures 6a and b). Analogous to this phenomenon, *Irf8* induction also promoted the monocytic/dendritic differentiation of APL cells *in vitro* (Supplementary Figures S4c and d). Furthermore, RT-PCR assay showed that *Irf8* induction promoted the expression of monocytic/dendritic differentiation-related genes and inhibited granulocytic differentiation and stemness maintenance-related gene expression, which was reversed to what was observed after *Irf8* knockdown (Figures 6c–e). *Irf8*-induced APL cells consistently displayed a monocytic rather than a granulocytic cell-like morphology, whereas APL cells in the sh*Irf8*-3G mice still morphologically resembled immature MPs (Figure 6f).

Nevertheless, *Irf8* induction did not alter PML/RAR*α* degradation and the PML nuclear body (NB) structure or increase p53 and p21 expressions, which was shown to be related to downstream pathways of ATRA and ATO (Supplementary Figures S4e–h). Moreover, *Irf8* knockdown but not *Irf8* induction moderately decreased *β*-catenin expression (Supplementary Figures S4g and h).

## Discussion

Although PML/RAR*α* has been shown to act via more than one route, the fusion protein transforms MPs and maintains their malignancy largely by interfering with the transcription of genes whose dynamic expression (regulated by physiological cues, such as RA) is required to execute stepwise and branching myeloid differentiations. In this study, we characterized how the transcription profile of APL cells was altered by ATRA or ATO administration *in vivo*. Similar to the data from the *in vitro* studies of human APL cell lines, our expression analyses indicated that ATRA specifically promoted granulocytic differentiation. Nevertheless, unlike what was suggested by the previous studies – ATO mainly induced apoptosis rather than myeloid differentiation of APL cells – we showed a granulocytic differentiation-promoting effect of ATO that was even stronger than the inducing effect of ATRA administration. The underlying reason for this discrepancy between *in vitro* and *in vivo* studies is currently unclear. However, it can be postulated that, although ATO induced a significant activation of p53 signaling pathway *in vivo*, a likely resultant apoptosis-inducing effect on APL cells could be counteracted by the supportive role of the remodeled hematopoietic microenvironment.^41^

Next, we analyzed whether ATRA or ATO corrected the expressions of all of the dysregulated genes that were potentially involved in the maintenance of immaturity and leukemogenic potential of the immature APL cells. Consistent with the recent observations revealing the differentiational heterogeneity of AML LSCs,^27^ our cell-sorting and transplantation experiments indicated that c-Kit^+^ APL cells, without or with an obvious CD11b expression, both retained substantial leukemogenic potential. Although the normal counterparts of these c-Kit^+^ APL cells within the normal hematopoietic hierarchy have remained unclear, accumulating evidences indicate that the APL LSC most likely originated from the malignant transformation of CMP and GMP, and to a lesser extent from MEP.^24, 25, 26^ Moreover, c-Kit^+^CD11b^+^ APL progenitors might developmentally resemble the unipotent monocytic or granulocytic progenitors or even promyelocytes. Therefore, we chose the normal Sca-1^−^Lin^−^ c-Kit^+^ MPs that contain CMPs, GMPs, MEPs, monocytic progenitor and granulocytic progenitors as the normal counterparts of APL progenitors.^28^ The comparison of APL progenitors and normal MPs produced a potential pool of dysregulated genes. To further enrich the real dysregulated genes in immature APL cells from this pool, we then overlapped these genes with the pool of PML/RAR*α* target genes.^10^ The observation that the expressions of only ~10% of these repressed genes were significantly reversed by ATRA or ATO indicated that ATRA or ATO was unable to correct all of the transcription repression resulting from PML/RAR*α*. Our results coincided with the previous observation that ATRA was able to correct the expression of ~10% of PML/RAR*α* target genes in human NB4 cells.^10^ Notably, an IRF8-centered regulatory pathway that has been shown to repress AML malignancy through upregulating innate immunity program was identified in this repressed but ATRA/ATO-refractory gene pool.^29^

Interestingly, we noticed that *Irf8* expression increased along with a likely spontaneous monocytic/dendritic differentiation of mouse APL cells *in vivo*, although the reasons behind this monocytic differentiation preference remain obscure and this spontaneous differentiation proceeded in quite a low rate. These observations are interesting within the context of the following three previous findings from other investigators: (1) the LSCs of APL probably differentiationally correspond to normal GMPs,^24, 34^ and therefore possess a bipotent differentiation potential towards granulocytic or monocytic direction; (2) monocytic differentiation can be induced in certain APL cases and also in human APL cell lines;^36, 37^ and (3) *Irf8* itself is a master gene that drives the monoytic differentiation of normal MPs and also promotes the maturation and survival of DCs.^28, 38, 39, 40^ Taken together, these observations suggest that the repressed *Irf8* expression stands as a potentially crucial mechanism for the maintenance of the immaturity and malignancy of APL LSCs by precluding a possible monocytic maturation leakage. This notion was supported by the Dox-induced expression and knockdown experiments of *Irf8* in APL cells, which showed a function role of *Irf8* to drive monocytic/dendritic differentiation at the expense of granulocytic differentiation, to be accompanied by a reduction in the leukemogenesis of APL cells. Why Irf8 knockdown did not significantly increase the leukemogenic potential of APL is current unclear. One possible explanation is that *Irf8* knockdown might potentiate the leukemogenic potential leakage through accelerating the granulocytic differentiation of immature APL cells. As *Irf8* induction drives a differentiation path of APL cells distinct from that by ATRA or ATO, it may serves an alternative differentiation induction strategy for those APL cases that are basically resistant to ATRA- or ATO-based therapies.

The reason why so many PML/RAR*α*-dysregulated genes do not respond to ATRA or ATO treatment despite evidence of the induced PML/RAR*α* degradation and granulocytic differentiation should be determined in the future work. For *Irf8*, we hypothesize that ATRA or ATO exerts dual roles in modulating the expression of *Irf8*. On one hand, the removal of PML/RAR*α* might derepress *Irf8* expression. On the other hand, the activation of granulocytic program may shut down the whole monocytic differentiation program including the induction of *Irf8* as a key event.

## Materials and methods

### Flow cytometry analysis and cell sorting

The flow cytometric data were collected on a BD (Becton Dickinson, Franklin Lakes, NJ, USA) Calibur or a LSRII flow cytometer and analyzed using FlowJo software (TreeStar, Ashland, OR, USA) or Summit software (Beckman Coulter, Fullerton, CA, USA). All antibodies were purchased from BD PharMingen or eBiosciences (CA, USA) as folollows: PE- or BV786- conjugated c-Kit, PE-Cy7-conjugated CD11b, PerCP-Cy5.5-conjugated Gr-1, APC-conjugated CD11c, APC-conjugated Annexin V and APC-conjugated Ki67. Total cells were Fc-blocked and stained with indicated combinations of antibodies for 30 min on ice, then washed three times and resuspended in 1% FBS/PBS. For apoptosis analysis, cells were resuspended with binding buffer and stained with Annexin V and 7AAD for 15 min at RT (25 °C) in the dark. For cell cycle analysis, cells were thoroughly resuspended and incubated with fixation and permeabilization solution for 20 min at room temperature, washed twice with BD Perm/Wash buffer and stained with HO33342 for 10 min. For cell sorting, the nucleated cells were stained with the indicated antibodies and resuspended in 2% FBS/PBS. The cells were sorted using a MoFlo machine (Beckman Coulter).

### Treatment of leukemia with ATRA, ATO and Dox

Both ATRA treatment (10 mg/kg) and ATO (ATO, 4 mg/kg, Sigma) were administrated by daily intraperitoneal injection of the same amount of ATRA dissolved in DMSO for the indicated times. Dox (200 g/ml) was administrated in the drinking water that was changed every 3 days.

### Analysis of RNA deep-sequencing data

Raw sequence reads were initially processed using FastQC (Babraham Institute, Cambridge, UK) for quality control, and then adapter sequences and poor quality reads were removed using Cutadapt. Quality-filtered reads were then mapped to mm9 using STAR, and only uniquely mapped reads were kept. Read counts were calculated using HTSeq-count. Differentially expressed genes were identified using R package DESeq2 (*P*<0.05, fold change >1.5). All the RNA-seq raw data have been deposited in GEO database under the accession numbers GSE46434 and GSE94017.

### Statistical analyses

Kaplan–Meier software (SPSS 16.0, Chicago, IL, USA) was used to analyze the survival probabilities of different animal groups. Other results were analyzed using the *t*-test and are expressed as the mean±S.D. Values with *P*<0.05 were considered significant, *P<0.05, **P<0.01.

## Figures and Tables

**Figure 1:**
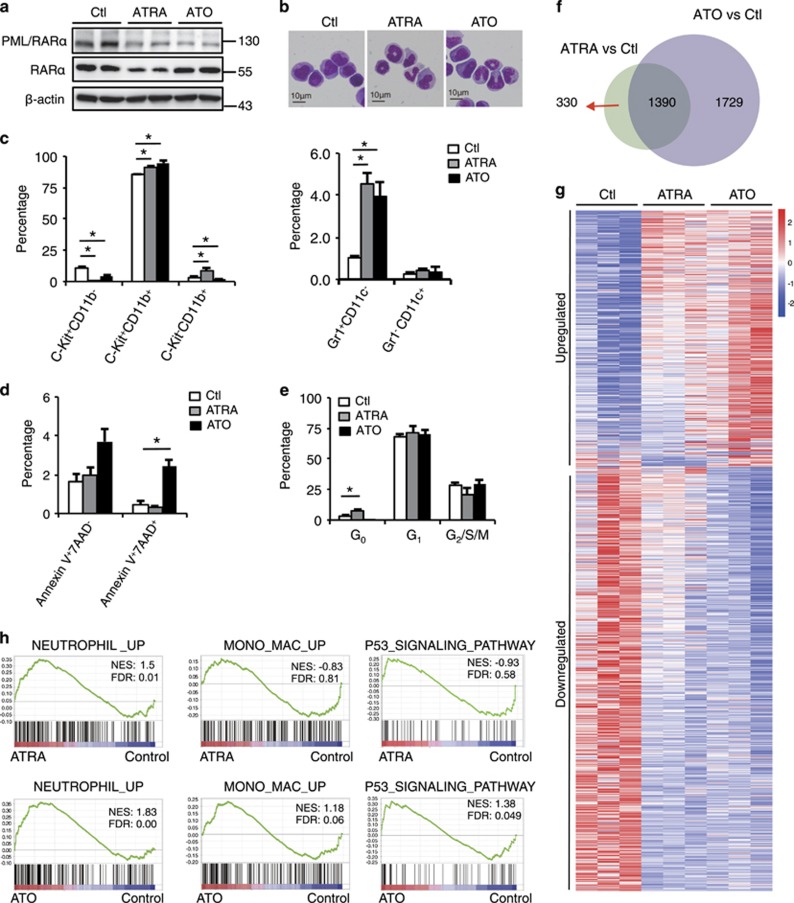
Global gene expression alterations in APL cells after ATRA or ATO treatment *in vivo*. (**a**-**e**) FVB/NJ mice were each injected intravenously with 1 × 10^6^ GFP^+^ syngeneic APL BM cells. At the overt leukemia phase, the recipients were treated with or without daily intraperitoneal injection of ATRA (10 mg/kg) or ATO (4 mg/kg) for 6 days, and the BM GFP^+^ APL cells from each group were sorted and analyzed. (**a**) Western blotting assay for RAR*α*and PML/RAR*α* protein levels using anti-RAR*α* and anti-PML antibodies. (**b**) Microscopic inspection of the sorted APL cells with Wright–Giemsa staining. (**c–e**) Statistic results of flow cytometry analyses of the expressions of c-Kit, CD11b, Gr-1 and CD11c for myeloid differentiation (**c**), Annexin V and 7AAD for cell survival (**d**), and HO33342 and Ki67 for cell cycle (**e**). (**f**) RNA sequencing showing the numbers and overlap of the differentially expressed (DE) genes between the ATRA-treated APL cells *versus* the control group and the ATO-treated APL cells *versus* the control group (*P*<0.05, fold change ≥1.5 and *n*=3). (**g**) Heatmap of the total DE genes altered by ATRA or ATO treatment. (**h**) GSEA analysis of the *in vivo* effects of ATRA or ATO on APL cells. The gene sets of neutrophil-associated upregulated, monocyte/macrophage-associated upregulated and P53 signaling pathway signatures were used, and the expression profiles of ATRA-treated *versus* control APL cell were shown in the upper panel, whereas the ATO-treated *versus* control APL cell were shown in the bottom panel. All data in this figure are presented as the mean±S.D., *P <0.05, **P<0.01

**Figure 2:**
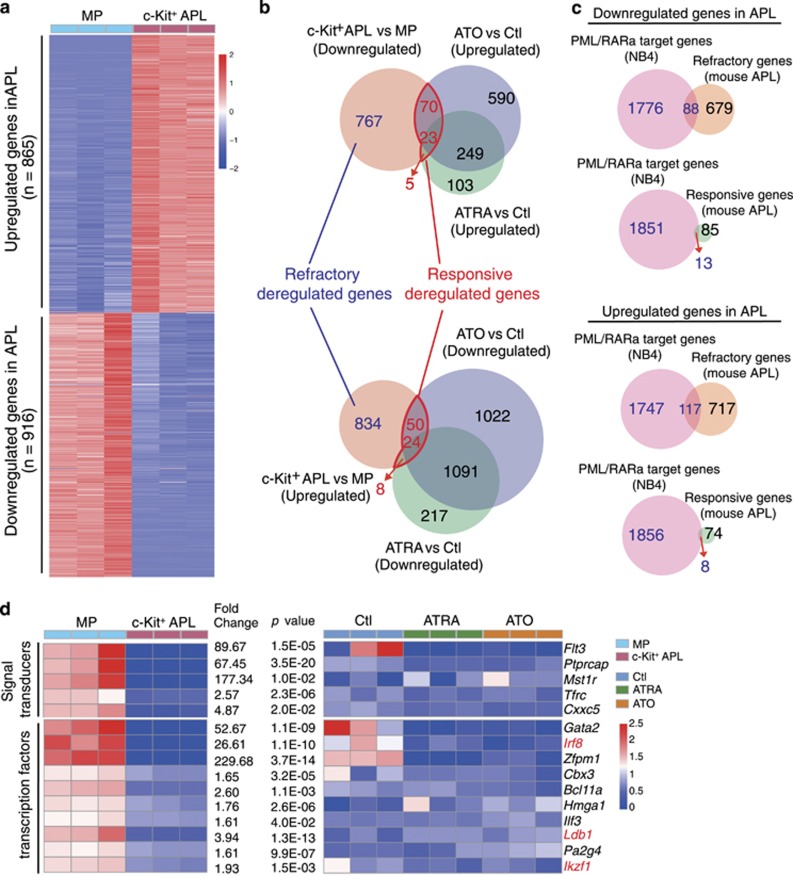
The majority of dysregulated genes in the APL progenitors are refractory to the corrective effect of ATRA or ATO. (**a**) Heatmap showing the dysregulated genes in the c-Kit^+^ APL progenitors compared with normal MPs (*P*<0.05, fold change ≥1.5). (**b**) Overlap analyses of ATRA/ ATO-refractory dysregulated genes with PML/RAR*α* target genes. (**c**) Overlap analyses of ATRA/ATO-responsive dysregulated genes with PML/RAR*α* target genes. (**d**) Heatmap showing the ATRA /ATO-refractory downregulated signal transducers and transcription factors

**Figure 3:**
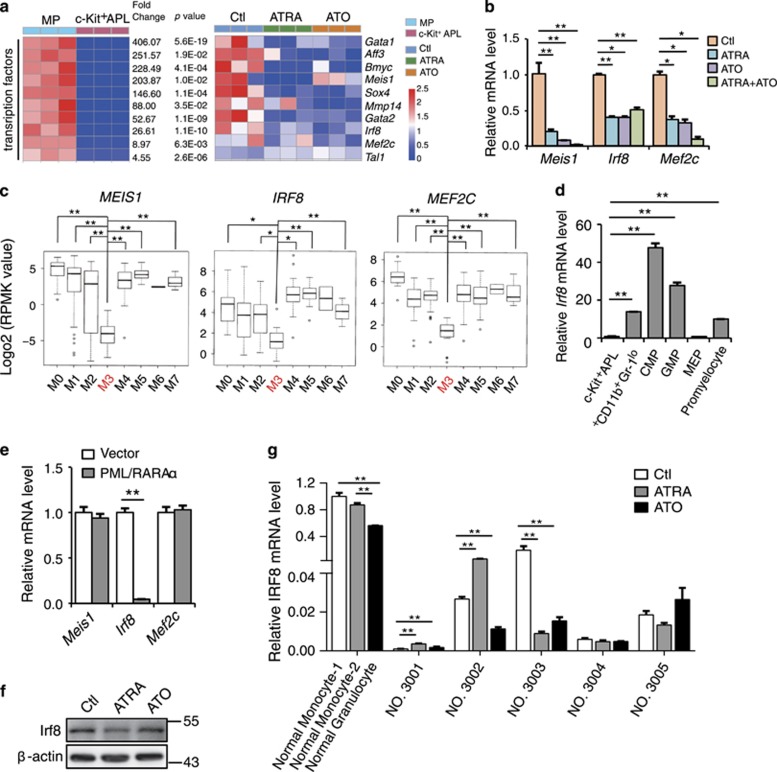
*Irf8* represents a PML/RAR*α*-target gene that is refractory to ATRA and ATO signaling. (**a**) Heatmaps of *Irf8*-centered dysregulated genes in c-Kit^+^ APL progenitors that were refractory to ATRA or ATO treatment. (**b**) Mouse APL cells were treated daily with ATRA or ATO alone or in combination for 6 days, and the mRNA expression levels of *Meis1*, *Irf8* and *Mef2c* were measured by RT-PCR. (**c**) The subtype-associated mRNA expression profiles of *MEIS1*,*IRF8* and *MEF2C* among 172 leukemic blast-enriched BM samples of human AML (FAB classification). The raw data were obtained from the The Cancer Genome Atlas AML database and were normalized to the *GAPDH* mRNA level. (**d**) Quantitative RT-PCR assay on the expression of *Irf8* in the c-Kit^+^ APL progenitors and normal myeloid subsets indicated. (**e**) PML/RAR*α* was transduced into normal c-Kit^+^ BM cells by retroviral infection, and the mRNA levels of *Meis1*, *Irf8* and *Mef2c* were measured by RT-PCR. (**f**) Western blot assay for the protein level of Irf8 in GFP^+^ mouse APL cells with or without ATRA or ATO treatment *in vivo*. (**g**) The RT-PCR measurement of *IRF8* mRNA levels in primary APL BM blasts treated with or without ATRA (1 *μ*M) or ATO (1 *μ*M) for 72 h *in vitro*. Normal monocytes and granulocytes were used as control. All data in this figure are presented as the mean±S.D., *P <0.05, **P<0.01

**Figure 4:**
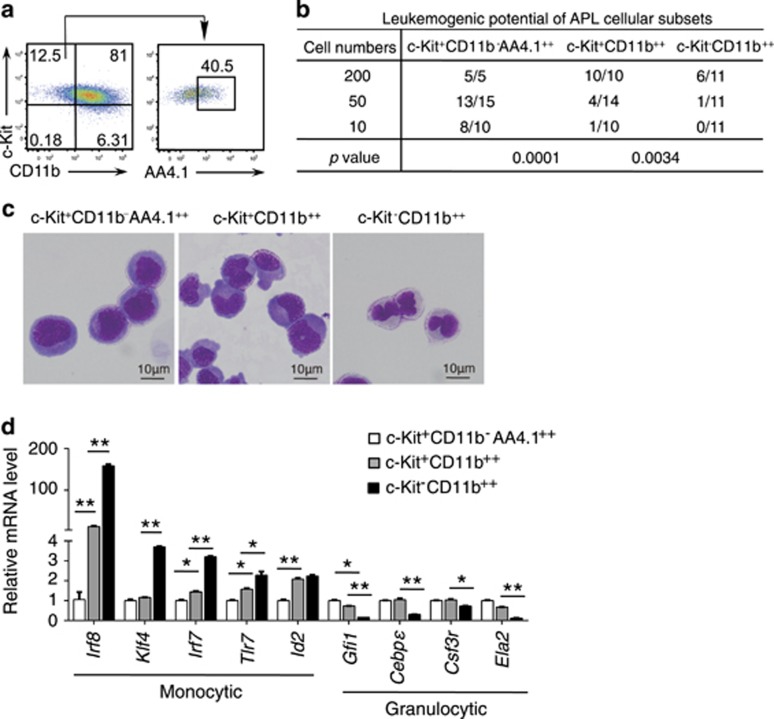
*Irf8* increases with the spontaneous monocytic differentiation of the APL progenitors. (**a**) Flow cytometry assay showing the differential expression of c-Kit, CD11b and AA4.1 in APL cells. (**b**) Measurement of the leukomogenic potential by inoculating serially diluted leukemia subsets into non-irradiated recipients. The observation time was ≥120 days. (**c**) Giemsa staining and microscopic inspection of sorted c-Kit^+^CD11b^−^ AA4.1^++^ cells, c-Kit^+^CD11b^++^ cells and c-Kit^−^CD11b^++^ cells in the mouse APL model. (**d**) The mRNA levels of monocytic and granulocytic maturation-related genes in the APL progenitors and c-Kit^−^CD11b^++^ mature cells in the mouse APL model as measured by RT-PCR assay. All data in this figure are presented as the mean±S.D., *P <0.05, **P<0.01

**Figure 5:**
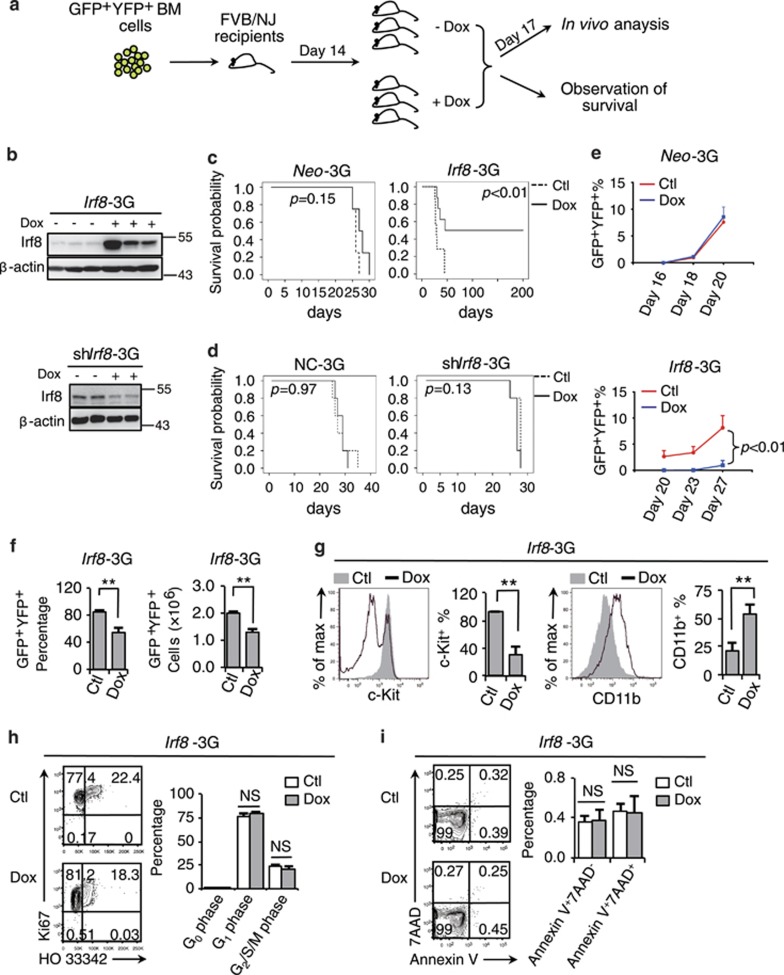
*Irf8* represents a potential oncorepressor in APL. (**a**) The experimental strategy used for the *in vivo* analyses of the APL mouse model genetically incorporated with a Tet-On3G gene-inducible expression. (**b**) Western blotting assay on the Irf8 protein level of APL cells (*Irf8*-3G, upper panel, or *shIrf8*-3G, bottom panel) with or without exposure to Dox administration (200 *μ*g/ml in the drinking water) for 3 days. (**c**–**d**) Kaplan–Meier survival curves of the *Irf8*-3G mice (**c**) and *shIrf8*-3G mice (**d**) after treatment with or without Dox (*n*≥5), *Neo*-3G (*n*=4) and NC-3G (*n*=5) mice were used as the controls. (**e**) Dynamic monitoring of GFP^+^YFP^+^ APL cell percentages in the peripheral blood of the *Neo*-3G or *Irf8*-3G mice after exposure to Dox. (**f**–**i**) The *Irf8*-3G mice were treated with or without Dox for 3 days. (**f**) The percentages (left panel) and absolute numbers (right panel) of GFP^+^YFP^+^ APL cells in the total BM cells. (**g**) The flow cytometry analyses of the expressions of c-Kit and CD11b within the leukemic BM compartment. (**h**–**i**) Flow cytometry analyses of the cell cycle (**h**) and survival (**i**) of BM APL cells. All data in this figure are presented as the mean±S.D., *P<0.05, **P<0.01

**Figure 6:**
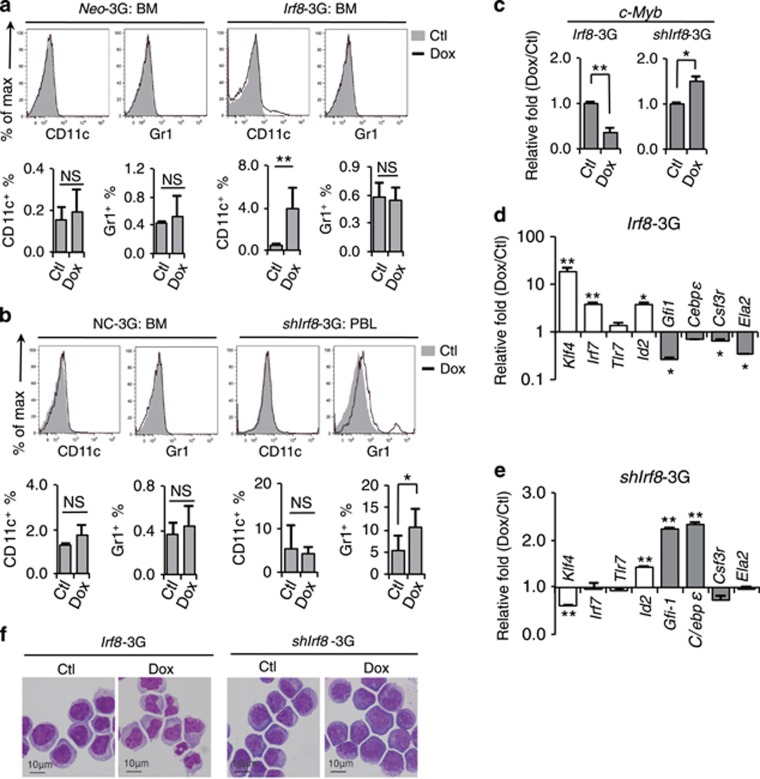
*Irf8* induction drives the monocytic/dendritic differentiation of APL progenitors. (**a**–**b**) Mice repopulated with *Neo*-3G or *Irf8*-3G APL cells (**a**) and with NC-3G or *shIrf8*-3G APL cells (**b**) were treated with Dox for 3 days *in vivo*. The percentages of CD11c^+^ and Gr-1^+^ cells within the leukemic cell compartment were analyzed by flow cytometry. The results of statistical analysis are shown in the bottom panels. (**c**) Quantitative RT-PCR assay on the stemness-related gene *c-Myb* in BM APL cells after *Irf8* overexpression or knockdown. (**d**–**e**) Quantitative RT-PCR assay on the monocytic (empty box) and granulocytic (filled box) differentiation-related genes in BM APL cells after *Irf8* overexpression (**d**) or knockdown (**e**). (**f**) Morphological inspection of *Irf8*-3G APL cells after *Irf8* induction (left panel) or knockdown *in vivo* (right panel). All data in this figure are presented as the mean±S.D., *P<0.05, **P<0.01

# Supplementary material for: All-trans retinoic acid and arsenic trioxide fail to derepress the monocytic differentiation driver Irf8 in acute promyelocytic leukemia cells
**Source:** Cell Death Dis. 2017 May 11;8(5):e2782–. doi: 10.1038/cddis.2017.197
**Supplement:** Supplementary Material

**Supplementary Material:**

1. **Supplementary figures and figure legends:**
2. Supplementary Figure 1, related to Figure1. GFP labeling of APL cells and their response to ATRA or ATO treatment.
3. Supplementary Figure 2, related to Figure 3. Irf8 is a refractory PML-RARα target gene to ATRA or ATO**.**
4. Supplementary Figure 3, related to Figure 5. Irf8 as an oncorepressor of APL cells.
5. Supplementary Figure 4, related to Figure 6. Irf8 induces the monocytic/dendritic differentiation of APL cells.
6. **Supplementary Material and Methods.**

**Supplementary Figure Legends:**

**Supplementary Figure 1. GFP labeling of APL cells and their responses to ATRA or ATO treatment, related to Figure 1.**

(a) Wright-Giemsa staining and flow cytometric analyses of APL BM cells before and after GFP labeling by retroviral transduction of MigR1 vector. (b-d) Representative flow cytometric analyses of the c-Kit and CD11b, Gr1 and CD11c expressions to assess myeloid differentiation (b), Annexin V and 7AAD staining to assess cell survival (c), and HO33342 and Ki67 staining to assess cell cycle (d). (e) KEGG pathway enrichment assay of DE genes in mouse APL cells altered by ATRA or ATO *in vivo*.

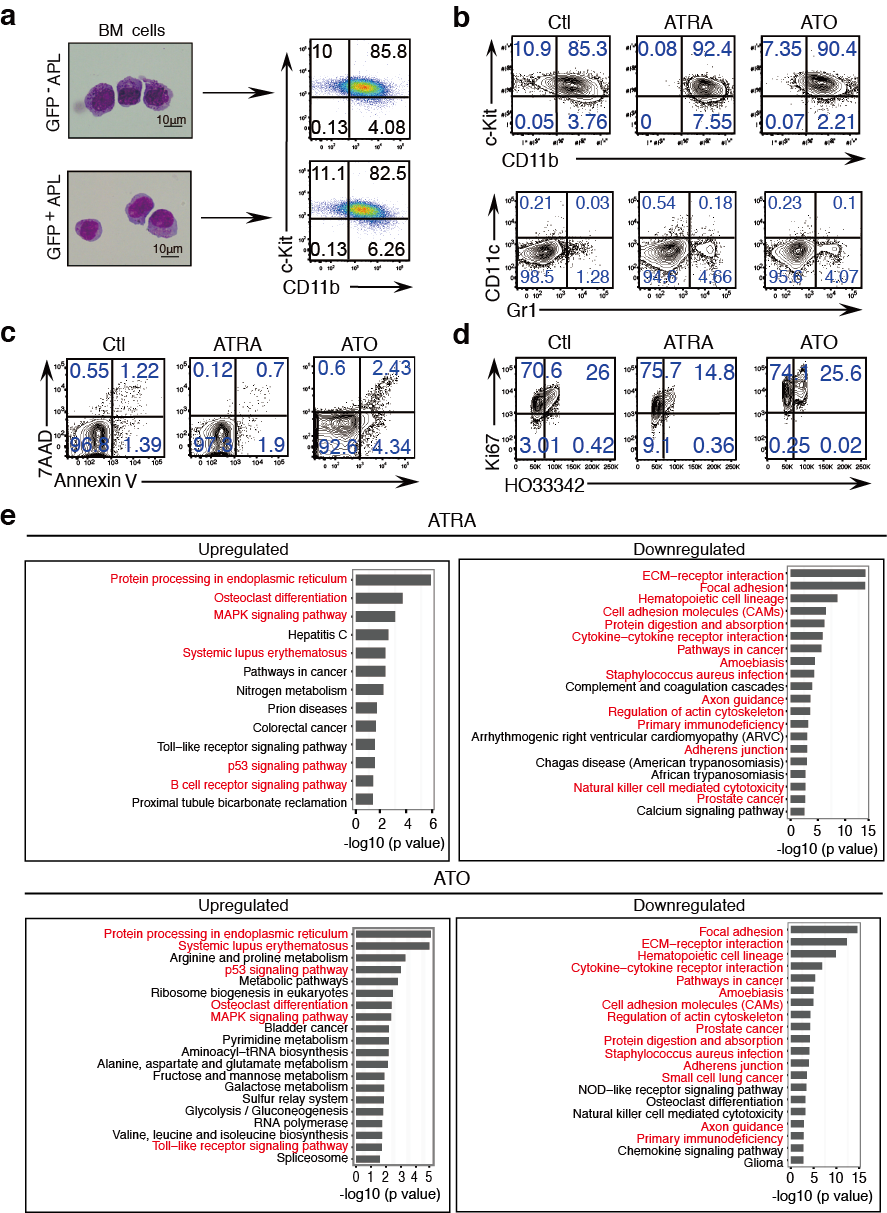

**Supplementary Figure 2. Irf8 is a PML/RARα target gene that is refractory to ATRA or ATO, related to Figure 3.**

(a) Quantitative RT-PCR verification of the downregulated genes in the c-Kit^+^ APL progenitors that were refractory to ATRA or ATO treatment. (b) Quantitative RT-PCR verification of the *Gata1, Aff3, Bmyc, Sox4, Mmp14, Gata2* and *Tal1* mRNA levels post-ATRA or ATO administration alone or in a combination. (c) The *GATA1, AFF3, SOX4, MMP14, GATA2* and *TAL1* mRNA expression levels among 8 different AML subtypes. All data in this figure are presented as the mean ± SD, * p <0.05, ** p<0.01.

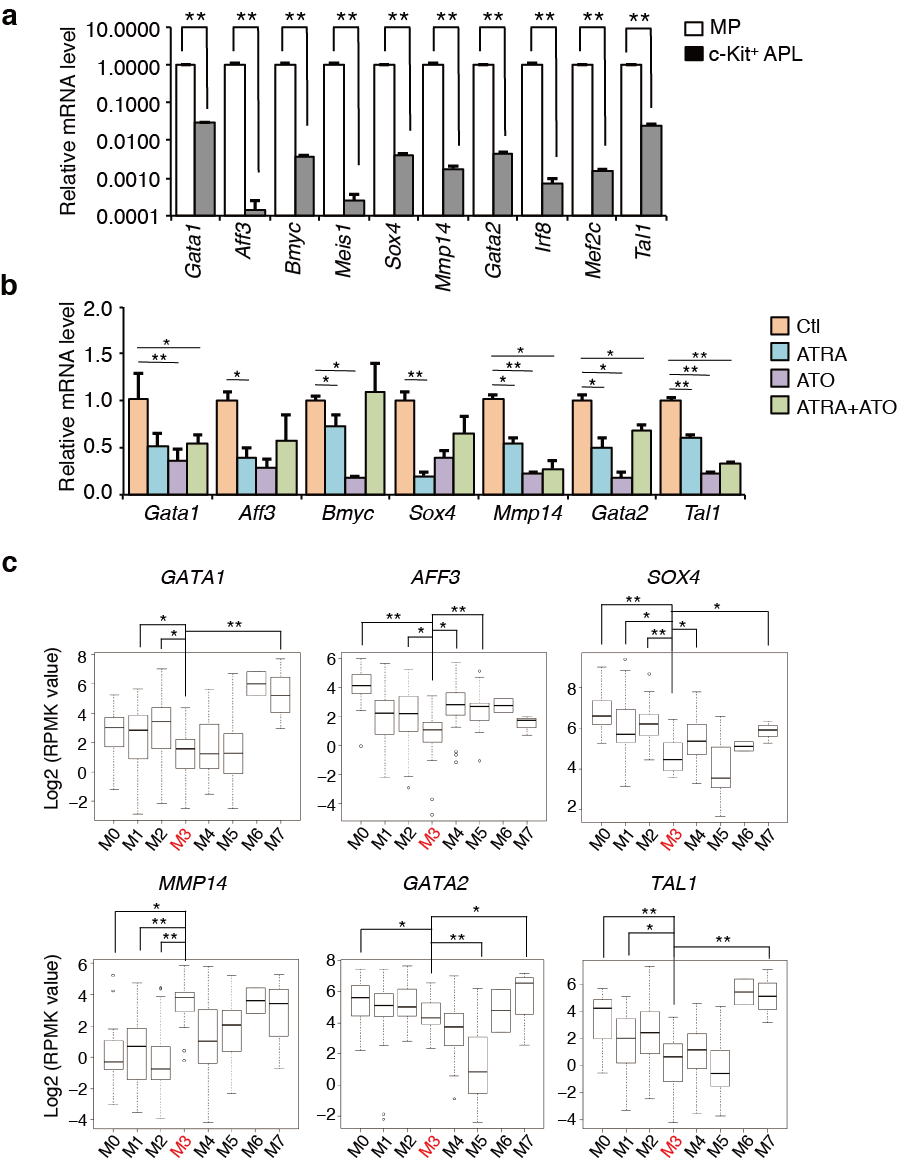

**Supplementary Figure 3. Irf8 as an oncorepressor of APL cells, related to Figure 5.**

(a) Survival curves of AML patients with high *IRF8* mRNA level (blue) and low *IRF8* mRNA level (red). The raw data were obtained from the TCGA database, and analyzed using the OncoLne software. (b) Flow chart for the incorporation of a Dox-inducible expression system into mouse APL cells, namely Irf8-3G or Neo-3G APL cells. The diagrams for the retroviral vectors are shown in the upper panel. (c-g) Primary GFP^+^YFP^+^ BM APL cells isolated from Irf8-3G or Neo-3G mice were treated with PBS or 1 μg/ml Dox for the indicated times and cultured *in vitro*. (c) Ectopic expression of Irf8 was verified by western blotting after the addition of Dox. Proliferation curves (d), c-Kit or CD11b expression (e), cell survival (f) and the cell cycle status (g) were monitored by flow cytometry. All data in this figure are presented as the mean±SD, * p <0.05, ** p<0.01.

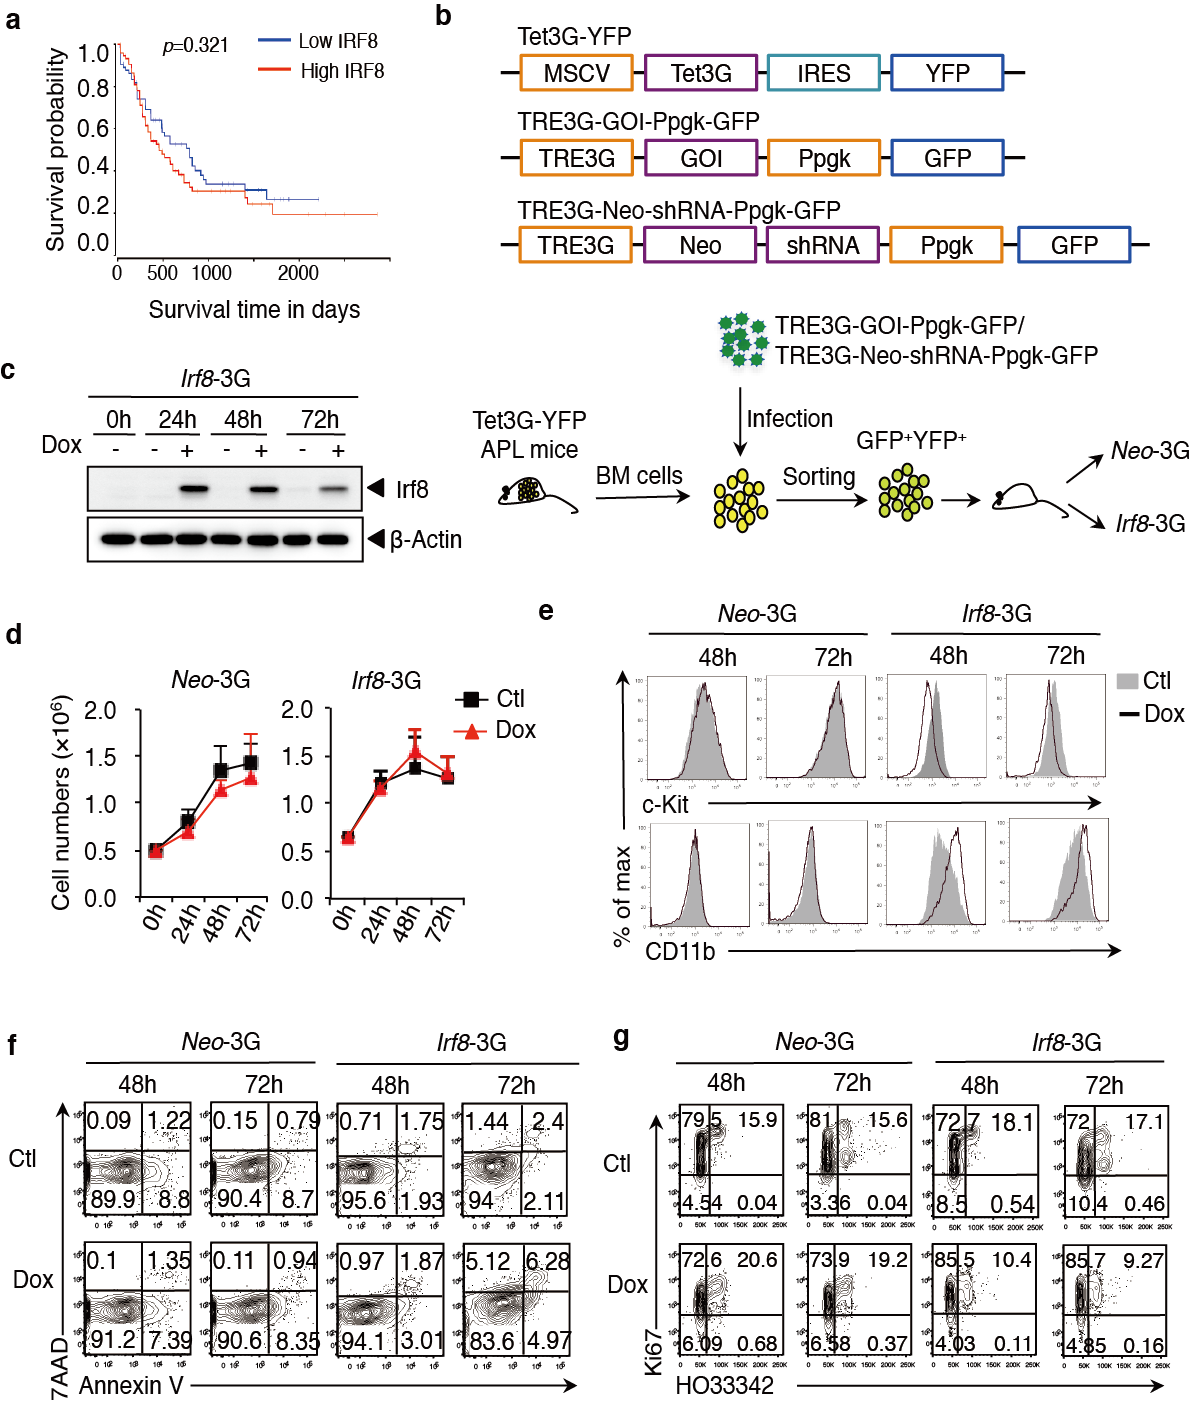

**Supplementary Figure 4. Irf8 induces the monocytic/dendritic differentiation of APL cells, related to Figure 6.**

(a-b) Lin^-^ BM cells were transduced by empty vector or PML/RARα-MigR1 and cultured in dendritic cell induction medium. The mRNA level of *Irf8* expression measured by quantitative RT-PCR (a) and the production of CD11c^+^ dendritic cells assessed by flow cytometric analysis (b) are shown. (c-d) Primary BM *Neo*-3G or *Irf8*-3G APL cells were treated with PBS or 1 μg/ml Dox for the indicated times and cultured *in vitro*. (c) Wright-Giemsa staining of the *Irf8*-3G APL cells treated with or without Dox. (d) The expressions of the myeloid differentiation antigens CD11c/Gr-1/CD115/F4/80 were measured by flow cytometry. (e) The protein level of PML/RARα was measured in APL cells isolated from *Irf8*-3G mice with or without Dox treatment *in vivo* for 6 days. (f) Immunofluorescence detection of PML nuclear bodies within APL leukemia cells after ATRA treatment or *Irf8* up-regulation. The cells were stained with DAPI and a Cy3-conjugated PML antibody. (g-h) Quantitative RT-PCR assay on the *β-catenin*, *p53* and *p21* in BM APL cells after ectopic *Irf8* induction (g) or knockdown (h). All data in this figure are presented as the mean±SD, * p <0.05, ** p<0.01.

**
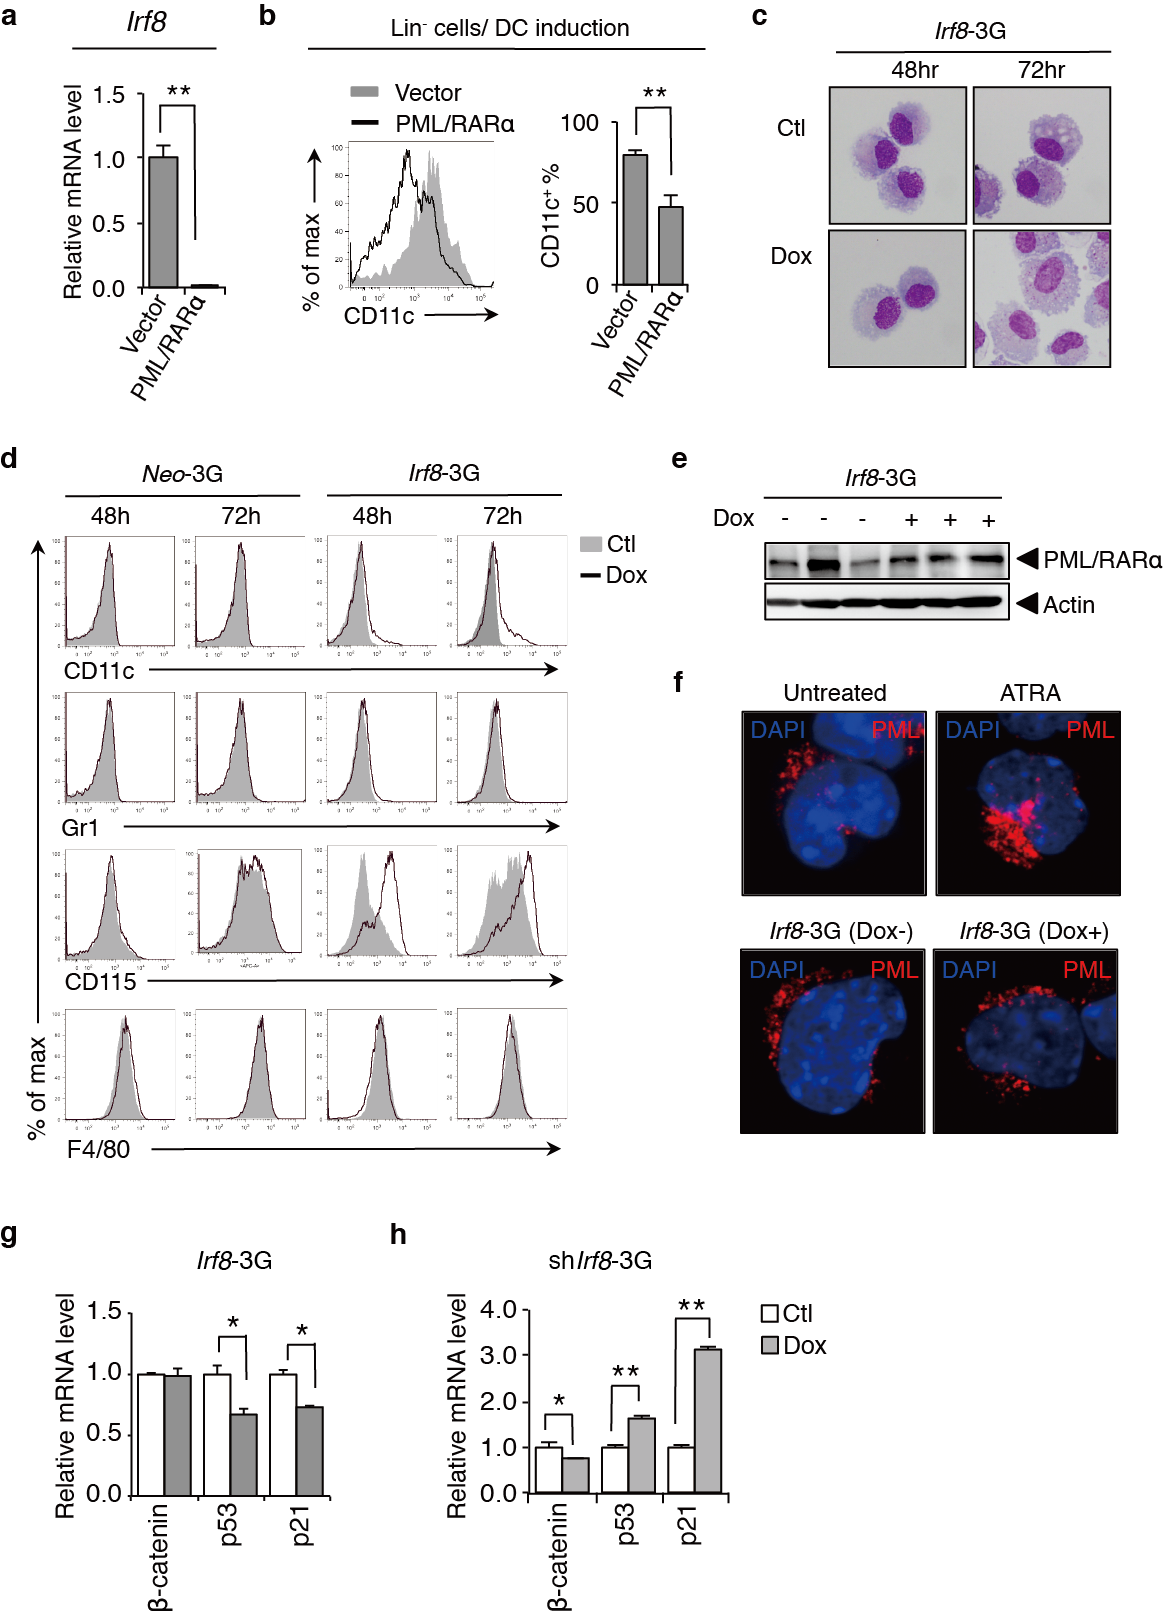
**

**Supplementary Material and Methods:**

**Leukemia cell transplantation**

In all transplantation experiments performed, mouse APL-like cells or their subsets were intravenously injected into non-irradiated or sublethally-irradiated syngeneic mice aged between 6 to 10 weeks. In cases where the number of injected APL-like cells was ≤10, the leukemia cells were mixed with 1×10^5^ normal spleen cells prior to injection.

**Limiting Dilution Analysis**

The sorted leukemic subsets were transplanted into recipients after limited dilution, and then the survival status of recipients was monitored. The LIC frequencies of indicated leukemic subsets were calculated by L-Calc^TM^ Limiting Dilution software (Stem Cell^TM^ Technologies).

**GFP labeling and genetic incorporation of a Dox-inducible expression system into leukemia cells by retroviral transduction**

The retroviral plasmid MigR1 and the packaging plasmid Ecopac were co-transfected into 293T cells to produce the retroviral supernatant. In total, 5-10×10^5^ c-Kit^+^CD11b^-^ BM cells from moribund APL mice were incubated with the retroviral supernatant in RPMI 1640 media containing 10% FBS, 50 ng/ml mSCF, 10 ng/ml mIL-6, 6 ng/ml mIL-3 (R&D) and 4 μg/ml polybrene (Sigma) for 48 hours. The cells were harvested and sorted for the GFP^+^ subpopulation, which was then transplanted into sub-lethally irradiated (450 cGy) FVB/NJ mice. After four to five weeks, the recipients were sacrificed when they became moribund, and the labeled primary GFP^+^ leukemia subsets were harvested. For Dox inducible expression systems, the plasmids Tet3G-MigR1-YFP or pRetro-TRE3G-GFP were transfected into plate E cells to package the retrovirus. The APL cells were then infected with these retroviruses sequentially, and GFP^+^YFP^+^ leukemia BM cells were sorted out for further study.

**Quantitative real-time RT-PCR and western blotting analyses**

Total cellular RNA was extracted using the RNeasy micro kit or RNeasy mini kit (QIAGEN, Valencia, CA) following the manufacturer’s protocol. The cDNA was synthesized through reverse transcription of 1 μg of RNA using ReverTra Ace-α^TM^ (TOYOBO, Kita-ku, Osaka, Japan). Quantitative real-time RT-PCR reactions were performed using SYBR Premix Ex Taq (Applied Takara Bio Inc.) on an ABI 7300 Real-Time PCR system. The primer sequences for the detection of target genes are acquired from online: <https://pga.mgh.harvard.edu/primerbank/>. Western blotting was performed using standard protocols.

**Wright-Giemsa, POX and DCE stainings**

Sorted cells were cytospun onto slides and stained with Wright-Giemsa staining solution following manufacturer’s protocol. Peroxidase and D chloroacetate esterase staining was performed using a cytochemistry staining kit (Sunbio, Shanghai, China). The samples were observed under a light microscope (DP51, Olympus).

How the deposited data were processed for this re-analysis (not part of the article)

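The data behind the comparison of c-Kit+ APL progenitors with normal MPs were 6 RNA-seq libraries, 3 per group, from sorted mouse BM cells. The RNA-seq of ATRA-treated and ATO-treated APL cells, the RT-PCR and flow cytometry data and the patient data of the paper were not analysed here.

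The authors deposited one table of 16440 genes with a locus, an FPKM value and an estimated number of fragments per gene and library. The deposited FPKM values are normalized to transcript length and to the mapped fragments of each library, as the authors computed them. The deposited fragment values are a signal on the scale of fragments: they are estimated fragments that the authors' processing had scaled by a factor of each library. The scaled value of a single fragment was recovered as the most frequent smallest step, which was 0.937, 0.952 and 0.902 for MP libraries 1 to 3 and 1.18, 0.867 and 1.23 for APL libraries 1 to 3. Dividing by it gave whole numbers, within a small tolerance, for 87.7% to 89.8% of values per library. The smallest fractions of a fragment and the largest values were left out of this share. The paper's methods name FastQC, Cutadapt, STAR alignment to mm9 with uniquely mapped reads, HTSeq-count and the R package DESeq2 with P<0.05 and a fold change over 1.5. The tool that made the deposited table is not named, and its loci follow GRCm38 (mm10): 16361 of the gene identifiers (99.5%) are in the RefSeq annotation of that build and 16295 of these overlap the RefSeq gene, 7057 (43.1%) with the same start. A locus was shared by more than 1 gene for 2566 genes (15.6%), and fragments of such genes could be divided between them. Coordinates are given as in the table, on GRCm38 and counted from 1.

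Total fragments before scaling were between 22976852 and 26932266 in the MP libraries (median 23606019) and between 20608700 and 28382680 in the APL libraries (median 20911917). The scaled totals lay between 21876288 and 25810097. The 10 genes with the highest values held between 5.11% and 10.5% of a library's total. At this depth a gene with at most 3 fragments was treated as not distinguishable from absence, and folds against a group at or under 3 fragments in all its libraries are given as lower bounds.

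The test planned for counts was replaced by the one planned for normalized values, because the fragment values turned out to be scaled estimates. It was limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a trend, on log2(scaled fragments + 1), for genes with a value of at least 1 in at least 3 of the 6 libraries, which left 14595 genes. Genes were called at P under 0.05 and a fold change over 1.5, as the paper states, and again with Benjamini-Hochberg adjustment over all genes tested. Lineage marker sets were tested with limma's camera with an inter-gene correlation of 0.01. Of the 12 sets listed before the values were seen, the 10 with at least 3 genes tested entered the test. The libraries carry the numbers 1 to 3 in both groups. This numbering comes from the labels alone and was not used in the test as fitted. Single genes were also compared with a two-sided exact permutation test, whose smallest p is 0.1 for 3 libraries against 3. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

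The genes named were all genes of Figures 2d and 3a, monocytic genes, sorting markers and fusion partner genes that the paper names, and the 5 largest decreases and 5 largest increases among genes past the adjusted threshold whose groups did not overlap and whose mean was in the upper part of the genes tested. Ly6g, one of these, was not used here, and the values of some other genes are not reported here. Chi3l3, Chi3l4, Amd2, Xist and the genes named for their near absence from normal MPs were chosen after their values were seen.

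The gene test was tested on simulated data before use. With 200 of 14678 simulated genes changed by known amounts, 193 (96.5%) were recovered with 8 false calls. The set test, over 174 genes of the listed sets, recovered the 1 set that had been changed with 0 false calls, and the test of chromosomes, over 14683 genes, recovered the 1 chromosome that had been shifted.

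The counts of genes were recomputed under 14 alternatives set before the data were examined and under 5 added afterwards. The fold changes of genes, the marker sets and the chromosome shifts were recomputed under 12 of the 14, which leave out the 2 alternatives on the fold change threshold, and under the 5, and the number of near-silent genes only with each library left out. The first covered the filter on low values, the pseudocount, quantile normalization, the library number as a block, the fold change threshold, a test against a fold change of 1.5, and each library left out in turn. The added ones were FPKM, voom weights, scaling to the same total, scaling by the median ratio and a minimum of 10 scaled fragments. The FPKM fit kept the minimum and the pseudocount of 1. The voom fit used the fragments divided by the step. GC content and length, for checks of bias, were taken from the longest coding transcript of a gene in an annotation of an earlier mouse build, which was used for these properties only. They were known for 13471 (92.3%) of the genes tested.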

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

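Of the tests in this part, the comparison of the spread between APL libraries for the near-silent genes, and for chromosome 15 the comparison with random assignments and the test of the chromosome's parts, were chosen only after the result was seen; the margin of 0.1 within which a shift was taken as close to that of an extra chromosome, and the size asked of each part, were set after the shift of chromosome 8 was known.

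The genes of chromosomes 8 and 15 were shifted upward in c-Kit+ APL progenitors as whole groups, in genes outside those the paper discusses. The median log2 fold change of the 778 genes tested on chromosome 8 was 0.61 above that of all other genes, which corresponds to 1.52-fold, and 79.3% of its genes were above the median of the others. For the 563 genes of chromosome 15 the shift was 0.58, or 1.49-fold, with 77.6% above. The shifts of the 18 other chromosomes with at least 100 genes tested lay between −0.13 (chromosome 18) and 0.05 (chromosome 7). With each single library set against the mean of the other group, the shift was between 0.59 and 0.62 for chromosome 8 and between 0.58 and 0.61 for chromosome 15. These 2 chromosomes held 562 of the 3167 genes upregulated at the adjusted threshold (17.7%), against 9.19% of the genes tested.

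Several technical explanations for the chromosome shifts were tested. After correction of each library for GC content and gene length, the shift was 0.60 for chromosome 8 and 0.57 for chromosome 15. In a permutation test with 10000 random assignments of genes to chromosomes, no draw gave a shift as large as either (p = 1e-04 for each, the smallest that this number of draws can give). Without the genes changed more than 2-fold, the shifts were 0.44 and 0.41. Since these genes were left out by the change itself, this test by itself excludes nothing. A few lineage genes would not, however, place 79.3% and 77.6% of the genes above the median of the others. With the genes in order of position split into 5 parts, the smallest shift of a part was 0.47 on chromosome 8 and 0.40 on chromosome 15, and the largest were 0.69 and 0.73. An extra copy of a chromosome would give a shift of 0.58 if expression followed copy number. The shifts are in line with an extra copy of chromosomes 8 and 15 in the APL cells, which remains a hypothesis: it was formed and tested on the same expression values, which do not measure copy number, and sequencing batch and strain differences were not tested. The paper's text does not mention the karyotype of these cells. Irf8 and Zfpm1 lie on chromosome 8 and were downregulated against this shift.

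A group of 45 genes had at most 3 fragments before scaling in every MP library and at least 100 in every APL library, a signal in genes outside those the paper discusses. The opposite pattern was found for 82 genes. Iqca, Fst, Steap2 and Morc1 were among those with the most fragments. Fst was at least 823-fold higher in c-Kit+ APL progenitors, with 2351 ± 46.0 scaled fragments there (SD, n = 3). The 45 genes lay on 17 chromosomes, with at most 6 on 1 chromosome (chromosome 7). They held 1 pair of neighbouring genes. As many neighbouring pairs were found in a share of 0.124 of 10000 random lists of expressed genes, so a single amplified or activated locus did not account for the group. If the fragments came from another cell type in the sort, their share could vary between libraries. The spread of the 45 genes between the 3 APL libraries lay at a median percentile of 38 among 100 other genes of the same level. This test cannot exclude another cell type, since a source shared by the 3 libraries would give the same spread, and whether the libraries came from separate mice is not stated. The pattern therefore cannot be told apart from RNA of another cell type in the APL sort. Leaving out 1 library at a time gave between 45 and 59 such genes. The count could not fall, since leaving out a library only drops a condition.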

How the results depend on the processing

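The alternatives with FPKM, voom, the same total, median ratio scaling and a minimum of 10 scaled fragments were chosen only after the values were seen.

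The DESeq2 Wald test, DESeq2 size factors, library size alone and filterByExpr had been planned for counts and were not run, because the deposited fragments were scaled estimates. The 14 other alternatives of that plan and the 5 added ones were run. Over all of them, the downregulated count at the unadjusted P ranged from 1982 to 4333 and the upregulated count from 2151 to 3623. The 14 stayed within 1.5 times the counts of 3615 and 3220. With FPKM, which left 11131 genes to test, 1982 genes were downregulated at the unadjusted P and 1980 at the adjusted P, against 3615 and 3558. Of the 6725 genes called at the adjusted P, 4107 were called in the same direction. The minimum and the pseudocount of 1 were kept for FPKM. Genes with a low FPKM were therefore left out or had their fold changes shrunk. How much of the change this makes was not tested. With 1 library left out at a time, 2959 to 3592 genes were downregulated and 2801 to 3310 upregulated. At a fold change of 2, 2454 and 2199 genes passed, and the test against a fold change of 1.5 called 2692 and 2452. Scaling each library to the same total and voom each moved the median log2 fold change of all genes by −0.13, and downregulated genes then made up 60.8% of calls against 52.9%. Quantile normalization gave 47.8%.

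With the library number as a replicate block, 3635 genes were downregulated and 3220 upregulated at the unadjusted P, and 6673 of the 6725 adjusted calls were shared. The deviations of same-numbered libraries from their group means had a mean correlation of 0.0866 over 11061 genes, and those of other pairs across groups −0.0431. All 10 lineage marker sets kept their side of the threshold with the block.

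Of the 15 genes of Figure 2d, 9 passed a fold change of 2, against 14 at 1.5. All 10 genes of Figure 3a passed under every alternative. Of the 44 named genes tested, 38 kept their direction and call under every alternative that gave a value. Iqca, Morc1, Steap2 and Clec3a had no value with at least 1 in all 6 libraries, and Itgax had none with FPKM. Among 743 values of named genes, 7 were reversed, 12 weaker and 11 stronger. The reversals were those of Klf4 and Cd93, which were called in no setting. Klf4 had a log2 fold change of 0.11, and of −0.0233 with voom and −0.0217 with the same total. It ranged from −0.24 to 0.39 with 1 library left out. Cd93 had −0.0240, and 0.0264 with median ratio scaling, and ranged from −0.0847 to 0.0225 with 1 library left out.

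The secondary and tertiary granule set, at a median of 0.06, was at −0.0659 with voom and −0.0657 with the same total, and ranged from −0.19 to 0.25 with 1 library left out. This set includes Chi3l3, which was listed at 0 in APL library 2, so its median and the changes of its sign rest in part on that value. The interferon response set, at 0.07, was at −0.0615 with voom, −0.0652 with the same total and −0.0702 with a minimum of 10 fragments. Neither set passed the threshold in any setting. The cell cycle set, with −0.29 and an adjusted p of 0.024 from limma's camera, ranged from −0.31 to −0.24 with 1 library left out. Its adjusted p was 0.051 without APL library 1, the highest over all alternatives, of which quantile normalization gave the lowest (adjusted p = 0.0025). The monocyte and dendritic cell set ranged from −2.16 to −1.75 with 1 library left out, and passed the threshold only without MP library 2. The cause of these changes was not tested.

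The shift of chromosome 8 (0.61) was 0.54 without a filter, 0.55 with a value in all 6 libraries and 0.56 with FPKM. That of chromosome 15 (0.58) was 0.51 without a filter, 0.59 and 0.60 at pseudocounts of 0.1 and 0.01, 0.56 with quantile normalization, 0.56 with FPKM and between 0.57 and 0.61 with 1 library left out. All of these shifts were upward. Apart from some of the fits that left out 1 library, they moved by more than 1 SD between single libraries. The cause was not tested.

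Depth and the pseudocount limit the fold changes of genes near absence. The log2 fold change of Iqca ranged from 4.85 with FPKM to 13.76 at a pseudocount of 0.01, and that of Morc1 from 4.18 to 14.72.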

Differences from the paper's values

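The paper states 916 downregulated and 865 upregulated genes. The corresponding counts here were 3615 and 3220 at the same thresholds, which are 3.95 and 3.72 times the paper's. None of the 14 alternatives run from those set before the data were examined closed the gap: they gave 2454 to 3815 downregulated and 2199 to 3623 upregulated genes. The 5 alternatives added after seeing the values did not close it either, with FPKM nearest at 1982 and 2151 genes.

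Figures 2d and 3a print a fold change for 23 genes, and 4 of them differed from the values here. The paper's fold change for Gata1 is about 410 in Figure 3a, read by eye, against 169-fold here. That for Aff3 is about 250 in Figure 3a against 145-fold, and that for Bmyc about 230 in Figure 3a against 77.4-fold. None of the 12 alternatives set before the data were examined that recompute a fold change closed the gap for these genes, nor did those added after seeing the values. For Flt3 the paper's fold change is about 90 in Figure 2d against 56.7-fold here. Without MP library 1 it was 61.8-fold and without APL library 3 60.1-fold, which were within 1.5 times the paper's value; the other 10 were not. With voom (63.2-fold) and with each library scaled to the same total (62.0-fold), both chosen after seeing the values, the fold change of Flt3 was also within 1.5 times of it.

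The paper lists Hmga1 among the genes past its thresholds. Here Hmga1 was downregulated 1.48-fold, short of 1.5-fold. It was called with quantile normalization (log2 fold change −0.67), without MP library 2 (−0.62) and without APL library 3 (−0.60). It was also called with voom (−0.70) and with each library scaled to the same total (−0.70), which were chosen after seeing the values.

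Figure 3a presents genes that the paper calls the most suppressed transcription factors of the refractory pool, in the order Gata1, Aff3, Bmyc, Meis1, Sox4 and Mmp14. The order here was Gata1, Meis1, Aff3, Mmp14, Sox4 and Bmyc, with log2 fold changes from −7.40 to −6.27, but it changed with the pseudocount, with the library left out, with voom and with FPKM, the last 2 chosen after seeing the values, and was not resolved. Zfpm1, a transcription factor of Figure 2d that Figure 3a does not list, had −7.62 here against −7.40 for Gata1. Without APL library 3 and with FPKM, chosen after seeing the values, Gata1 fell more than Zfpm1.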

Other observations

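Of the tests in this part, the count of other genes listed near 0 and the expected number of fragments for Chi3l3 and the number of other lineage sets asked for in the test of lineage shares were chosen only after the result was seen.

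Other splits of the 6 libraries into 3 and 3 were tested in place of APL against MP. Of the 4 splits that part all 3 same-numbered pairs, 1 (APL against MP itself) gave as many downregulated genes and 1 as many upregulated genes, at the unadjusted and at the adjusted P alike. The other 3 gave at most 33 genes in one direction at the unadjusted P and 0 at the adjusted P. The remaining 6 splits, which part only 1 such pair, gave at most 57 and 0. With so few splits the share cannot fall under 0.05. Every other split also mixes APL and MP libraries on both sides, which widens the spread within a side. Few calls were therefore bound to occur there, and the low counts tell nothing about chance.

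Lineage marker sets were compared because the normal MP gate holds several lineages, and 6 of the 10 sets tested passed an adjusted p of 0.05 from limma's camera. Of the 4 splits that part all same-numbered pairs, 2, the real one included, gave at least as many sets, the other with 8. The remaining 6 splits gave up to 7. In every split but the real one, both sides mix APL and MP libraries in uneven numbers. Part of the difference between APL and MP therefore stays in such a split, and the splits cannot tell how strong the number of sets is. The sizes of the changes were as follows. The erythroid and MEP set had a median log2 fold change of −7.22, with 22 of 23 genes lower (adjusted p = 1.3e-09 from limma's camera). All 17 stem cell genes were lower (median −6.05). With FPKM, chosen after the values were seen, the median was −4.86 for the erythroid and MEP set and −2.66 for the stem cell set. The 1 added to FPKM before the log shrinks the fold changes of genes with a low FPKM. The megakaryocyte and platelet set (11 of 14 lower) and the mast cell and basophil set (9 of 11 lower) had medians of −2.70 and −2.05, and of −1.25 and −1.80 with FPKM. The median of the mast cell and basophil set depended on the processing. It lay between −3.27 and −3.06 with an MP library left out. Over all alternatives it ranged from −5.35 at a pseudocount of 0.01 to −1.73 with a value of at least 1 in all 6 libraries. All 11 primary granule genes were higher (median 1.42). The cell cycle set had a median of −0.29, with 21 of 23 genes lower. The monocyte and dendritic cell set, with 13 of 21 genes lower and a median of −1.91, did not pass (adjusted p = 0.12), nor did the B and T lymphoid, secondary and tertiary granule and interferon response sets. Tlr7 was upregulated with a log2 fold change of 3.83, Irf7 downregulated with −1.31 and Klf4 not changed detectably (0.11).

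For the fall of the erythroid and MEP genes, correction of each library for GC content and length left a median of −7.16 over 23 genes, so the trends with GC content and length that this correction fits held a small part of the fall. Scaling to the same total gave −7.34, but it moves all genes of a library alike and could not have removed a change of this size. A candidate explanation is that the sorted populations differ in their share of lineages, since normal MPs include MEP. Of the 4 other non-granulocytic lineage sets, 2 were lower at an adjusted p under 0.05. Bulk RNA-seq of the whole gate cannot separate a different share of cells from a change within each cell, and the pattern cannot be told apart from the first. This bears on Gata1, Zfpm1, Tfrc, Car1 and Sphk1, which belong to the set. The same limit holds for Meis1 of the stem cell set and Gata2 of the mast cell and basophil set. Irf8 and Flt3 belong to the monocyte and dendritic cell set, which did not pass. For Irf8, the paper's RT-PCR also found less mRNA than in CMP, GMP and promyelocytes. A comparison of each lineage stage by itself was not analysed here.

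Chi3l3 was listed at 930748 scaled fragments in APL library 1, 942365 in APL library 3 and an exact 0 in APL library 2, with 9649 to 16670 in the MP libraries. It was the only gene (1) of APL library 2 under 1 with at least 100 fragments in each of the 5 others, so a failed estimate over many genes did not account for it. In MP library 1 the only such gene was Amd2. The other genes of the chitinase family, mainly Chi3l4 with 13451 scaled fragments in APL library 2 against 212 and 170 in the other APL libraries, held an excess of 1.44% of the missing fragments, too little for a paralog to have taken them. From its share in the other APL libraries, 1103422 fragments before scaling were expected for Chi3l3 in APL library 2, more than the largest number listed for any gene in any library (789974). A limit on the number of fragments per locus may therefore have left the gene out of that library. The paper's text states no such limit, and the tool that made the table is not named. The other values of APL library 2 need not be affected, but the log2 fold change of Chi3l3 (−0.39) has no meaning as listed. Chi3l3 was counted among the lower genes of the secondary and tertiary granule set, and the median and test of that set were not repeated without this gene. Without APL library 2, where the 0 was listed, the median of the set was 0.13. It did not pass the threshold there either (adjusted p = 0.25 from limma's camera).

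Xist was listed at 61314, 63138 and 22259 scaled fragments in MP libraries 1 to 3 and at 17188, 11121 and 11249 in APL libraries 1 to 3. No explanation was tested for the difference between MP library 3 and the other MP libraries.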
